# Functional Network of the Long Non-coding RNA Growth Arrest-Specific Transcript 5 and Its Interacting Proteins in Senescence

**DOI:** 10.3389/fgene.2021.615340

**Published:** 2021-03-10

**Authors:** Siqi Wang, Shengwei Ke, Yueming Wu, Duo Zhang, Baowei Liu, Yao-hui He, Wen Liu, Huawei Mu, Xiaoyuan Song

**Keywords:** long non-coding RNA, Gas5, RNA pull down, mouse brain tissue, brain-derived cell line, RNA-seq

## Abstract

Increasing studies show that long non-coding RNAs (lncRNAs) play essential roles in various fundamental biological processes. Long non-coding RNA growth arrest-specific transcript 5 (GAS5) showed differential expressions between young and old mouse brains in our previous RNA-Seq data, suggesting its potential role in senescence and brain aging. Examination using quantitative reverse transcription-polymerase chain reaction revealed that GAS5 had a significantly higher expression level in the old mouse brain hippocampus region than the young one. Cellular fractionation using hippocampus-derived HT22 cell line confirmed its nucleoplasm and cytoplasm subcellular localization. Overexpression or knockdown of GAS5 in HT22 cell line revealed that GAS5 inhibits cell cycle progression and promotes cell apoptosis. RNA-Seq analysis of GAS5-knockdown HT22 cells identified differentially expressed genes related to cell proliferation (e.g., DNA replication and nucleosome assembly biological processes). RNA pull-down assay using mouse brain hippocampus tissues showed that potential GAS5 interacting proteins could be enriched into several Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, and some of them are involved in senescence-associated diseases such as Parkinson’s and Alzheimer’s diseases. These results contribute to understand better the underlying functional network of GAS5 and its interacting proteins in senescence at brain tissue and brain-derived cell line levels. Our study may also provide a reference for developing diagnostic and clinic biomarkers of GAS5 in senescence and brain aging.

## Introduction

Cellular senescence refers to the cessation of normal cell division under various conditions such as cellular stress and DNA damage. Senescent cells have several characteristics, including constitutive DNA damage response, increased activity of senescence-related galactosidase, higher expression of p16 (*CDKN2A*) and p21 (*CDKN1A*), and formation of senescence-associated secretory phenotype and senescence-associated heterochromatin aggregation (Wei and Ji, 2018). Cell cycle arrest is also a key feature of cellular senescence (Calcinotto et al., 2019). Studies have shown that nuclear fiber layer forms can be used as an identifier of phenotypic senescent cells (Raz et al., 2008), at the same time, mitochondrial DNA damage causes mitochondrial dysfunction and upregulation of reactive oxygen species, which may be induced by telomere dysfunction caused cellular senescence (Passos et al., 2007). Higher oxidative status caused by mitochondrial dysfunction was reported to contribute to senescence acceleration and the age-dependent alterations in cell structure and function (Hosokawa, 2002, 2004).

The hippocampus, a brain region critically involved in learning and memory, is particularly susceptible to dysfunction during senescence (Kumar and Foster, 2019). It has been reported that senescent glutamatergic synapses contributed to the age-related cognitive impairment based on the mechanisms for age-associated changes in Ca^2+^-dependent synaptic plasticity (Kumar and Foster, 2019). Astrocytes, which are star-shaped glial cells in the brain, play critical roles in maintaining normal brain physiology during development and in adulthood (Wu et al., 2005). Studies showed that the expression level of glial fibrillary acidic protein (GFAP), a protein marker of astrocytes in the brain, was upregulated significantly in old senescence-accelerated-prone 8 mice, indicating an important role of GFAP in the age-related deficits in learning and memory (Wu et al., 2005). In addition, upregulation of senescence-associated proteins p16 and p21 was found in granule cells of the dentate gyrus in the irradiation-induced mouse hippocampus, showing a similar senescence phenotype (Cheng et al., 2017).

Long non-coding RNAs (lncRNAs), or RNAs > 200 nt, which remain untranslated although sometimes generate short peptides (Payre and Desplan, 2016), have a variety of functions, such as acting as a scaffold, bait, or signaling molecule, and playing a role through targeting in the genome by *cis* or *trans* regulation and antisense interference (Quinn and Chang, 2016). LncRNAs are widely distributed in cells, both in the nucleus and cytoplasm and even in mitochondria. In recent years, functional nuclear lncRNA has been widely reported. Xist, as a classical lncRNA in the nucleus, can cause random silencing of an X chromosome in female mammals (Plath et al., 2002). Metastasis-associated lung adenocarcinoma transcript 1 is widely expressed in normal mammalian tissues and abnormally expressed in many human malignant tumors, which plays an important role in varying degrees of tumor proliferation, apoptosis, invasion and metastasis, and drug resistance (Gutschner et al., 2013). Telomeres are transcribed to produce a lncRNA called TERRA (telomere repeating RNA). It can promote homologous recombination between telomeres, delay cell senescence, and maintain genomic instability (Bunch et al., 2019). Recently, more and more studies have found that lncRNAs play important roles in cellular senescence (Abdelmohsen et al., 2013); for example, lncRNA GUARDIN suppresses cellular senescence through upregulation of p21 (Sun et al., 2020), whereas lncRNA SENEBLOC is shown to block the induction of cellular senescence through dual mechanisms that converge to repress the expression of p21 (Xu et al., 2020), and lncRNA OVAAL blocks cell senescence by regulating the expression of CDK inhibitor p27 (Sang et al., 2018). LncRNA-OIS1 modulates oncogenic RAS-induced senescence through regulating the activation of dipeptidyl peptidase 4, which has established a role in tumor suppression (Li et al., 2018). LncRNA ANRIL inhibits senescence in vascular smooth muscle cells, possibly through regulating miR-181a/Sirt1 and inhibiting the p53-p21 pathway (Tan et al., 2019).

Growth arrest-specific transcript 5 (GAS5), a member of the lncRNA family, including many isoforms and some of which were localized in the nucleus, plays important roles in various processes. GAS5 can be folded into a secondary RNA structure, exposing the sequence similar to the glucocorticoid-receptor binding element, and inhibits glucocorticoid-mediated physiological functions by interacting with the DNA binding domain of the glucocorticoid receptor (Kino et al., 2010). Studies in human renal epithelial cell HEK293T have demonstrated that GAS5 can affect the expression of glucocorticoid-induced protein kinases by their downstream signaling molecules cIAP2 and SGK1 through competitive binding of glucocorticoid receptors and participates in the regulation of cell proliferation and cell growth (Tani et al., 2013). GAS5 can also be used as a decoy for microRNA or shear factors, simulating the adsorption of molecular sponge, and directly binds to microRNAs to regulate their downstream target genes (Huang, 2018). GAS5 can adsorb miR-106a-5p to regulate the Akt/mTOR pathway, thus participating in the development of gastric cancer (Dong et al., 2019). GAS5 can also participate in the regulation of gene translation. In retinal ganglion cells, the downregulation of GAS5 can reduce the expression of adenosine triphosphate-binding cassette transporter A1, thus inhibiting the apoptosis of retinal ganglion cells (Zhou et al., 2019).

Our previous RNA-Seq data showed that GAS5 exhibits differential expression patterns in young and old mice brain tissues, which suggested that it may play a role in brain aging (Wang et al., 2019). Thus, we conducted various experiments on mice brain tissues and brain-derived cell lines to explore the role and underlying mechanism of GAS5 in senescence and brain aging. In this study, we found that GAS5 inhibits cell cycle progression and promotes cell apoptosis in the hippocampus-derived HT22 cell line. Protein expression of p21, a senescence-associated marker protein, exhibited a negative correlation with GAS5 RNA level, indicating an antiaging effect of GAS5. RNA-Seq analysis of GAS5 KD HT22 cells identified differentially expressed genes (DEGs) related to cell proliferation biological processes (for example, DNA replication, nucleosome assembly, and DNA replication-dependent nucleosome assembly), which is consistent with our cell cycle analysis results. We also performed an RNA pull-down assay which suggested that GAS5 may participate in hippocampus senescence through interacting with protein groups that are involved in mitochondrial membrane respiratory chain reaction and regulation of the synaptic structure of neurons, which is associated with neurological diseases (such as Parkinson’s disease and Alzheimer’s disease).

## Results

### Growth Arrest-Specific Transcript 5 Is Highly Expressed in the Hippocampus Region of Old Mice

To obtain the spatial expression landscape of GAS5 in mice brain regions, we performed quantitative reverse transcription PCR (RT-qPCR) on various brain regions. Young and old male adult mice brains were dissected, and four brain regions were separated: hypothalamus (HT), olfactory bulb (OB), cerebellum (CB), and hippocampus (HC) (Figure 1A). As the GAS5 gene encodes numerous alternatively spliced lncRNA isoforms (Goustin et al., 2019), we designed two primers to cover as many GAS5 isoforms as possible for the RT-qPCR experiment: GAS5-E234 and GAS5-E456 (Figure 1B). Primer lists are shown in Supplementary Table 1. Results revealed that GAS5 showed significantly higher expression levels in old mice HC region than in young ones (Figure 1C), whereas the other three brain regions (HT, OB, and CB) did not have significant differential expression levels (Figures 1D–F). This result was consistent with the high expression level of GAS5 in a growth-arrested cell line (Plath et al., 2002). Our result also suggested that GAS5 may participate in senescence in the brain, as it showed higher expression in the aging mouse brain and also had a brain region-specific expression pattern. We also examined the expression level of GAS5 in brain-derived cell lines—C8D1A (cerebellum) and HT22 (hippocampus) (Figure 1G). Two pairs of GAS5 primers showed all high expression levels in these two cell lines, and we chose the HT22 cells to conduct the KD and OE in the following experiments because the two GAS5 primers all showed relatively consistent and high expression in HT22 cells.

**FIGURE 1:**
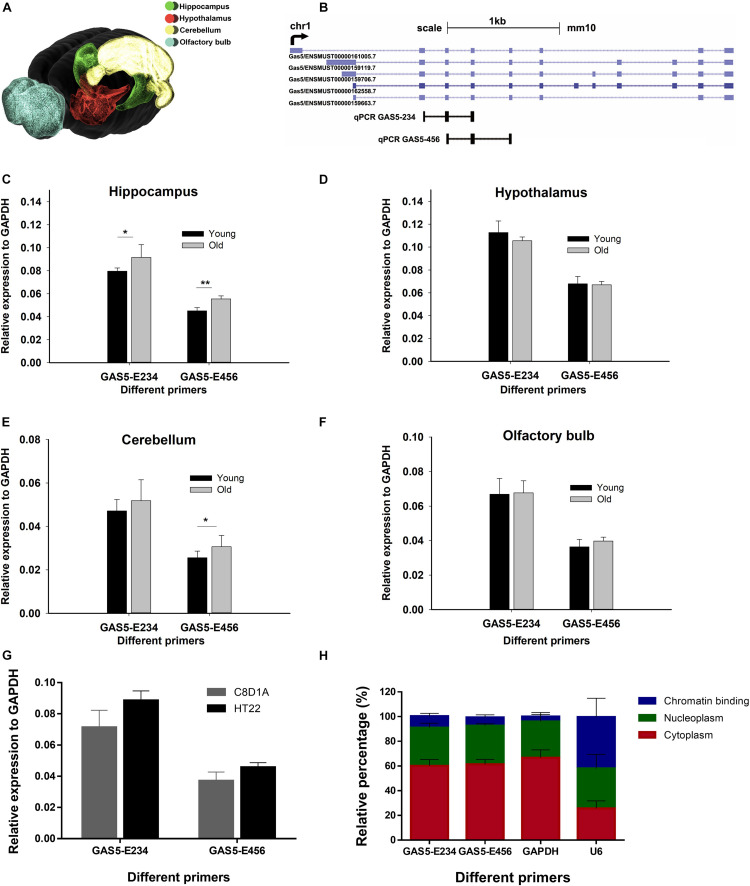
GAS5 exhibits differential expressions in different mouse brain regions of different ages. **(A)** A three-dimensional model of mouse brain showing the four regions selected for RT-qPCR. Color with green, red, yellow, and blue represent hippocampus (HC), hypothalamus (HT), cerebellum (CB), and olfactory bulb (OB), respectively. Brain model was adopted from Blue Brain Cell Atlas. Representative isoforms of GAS5 transcript were shown in **(B)** (data from University of California, Santa Cruz), and two qPCR amplicons of GAS5 (E234 and E456) were indicated below. Expression level GAS5 (represented by two pairs of primers: GAS5-E234 and GAS5-E456) in four different brain regions of young and old mice: hippocampus **(C)**, hypothalamus **(D)**, cerebellum **(E)**, and olfactory bulb **(F)**. Relative expression level of GAS5 in two brain-derived cell lines **(G)**. Subcellular localization of GAS5 in HT22 cell line **(H)**. *N* = 4 for young mice brain sample; *N* = 5 for old mice sample; *N* = 3 for **(G,H)**. *P < 0.05; **P < 0.01.

To elucidate the subcellular localization of GAS5, cell fractionation was performed on HT22 cells, and we got three fractions: chromatin binding, nucleoplasm, and cytoplasm. The relative expression level (in percentage) of GAS5 and the messenger RNAs (mRNAs) of two reference genes (*GAPDH* and *U6*) in each cellular fraction was also calculated (Figure 1H). Results suggested that most of the GAS5 isoforms were mainly localized in nucleoplasm and cytoplasm.

### Growth Arrest-Specific Transcript 5 Inhibits Cell Growth and Promotes Apoptosis in Hippocampus-Derived HT22 Cells

To further identify the molecular function of GAS5 in hippocampus-derived HT22 cells, we used GAS5-specific small interfering RNAs (siRNAs) (si210 and si596) to perform the KD experiment. The RT-qPCR result showed that GAS5 RNA was efficiently knocked down through siRNA compared with the control group (Figure 2A). Cell cycle analysis was performed after GAS5 KD, and results showed that depletion of GAS5 led to decreased cell number in the G1 phase (although only one siRNA group showed significance, the other siRNA group showed the same downregulation trend), whereas the cell number in S/G2/M phase was upregulated, suggesting accelerated cell cycle transition from G1 phase into the S/G2/M phase upon GAS5 KD (Figure 2B, quantification in Figure 2C). We further used annexin V–fluorescein isothiocyanate and propidium iodide (PI) to detect the apoptosis level in GAS5 KD HT22 cells. The percentage of late-stage apoptosis cells decreased after GAS5 KD (Figure 2D, quantification in Figure 2E), indicating loss of function of GAS5 inhibits cell apoptosis.

**FIGURE 2:**
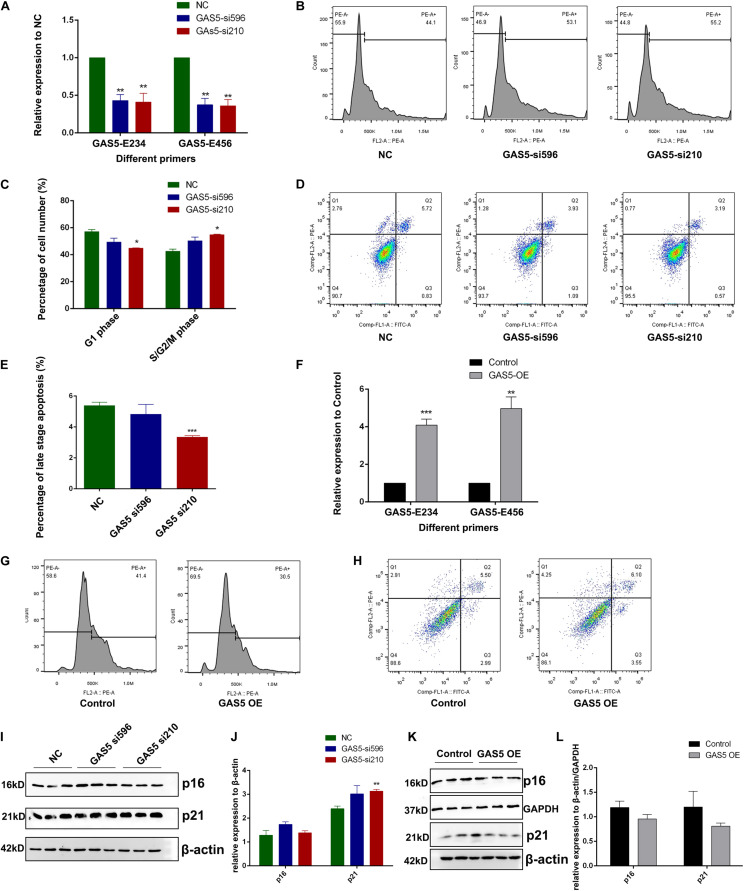
GAS5 inhibits cell growth and promotes apoptosis level in HT22 cells. **(A)** RT-qPCR was performed to quantify the relative expression of GAS5 using two different primers (GAS5-E234 and GAS5-E456) that can amplify different GAS5 isoforms in GAS5-knockdown (KD) HT22 cells. Two different siRNAs (GAS5-si596 and GAS5-si210) were used to KD GAS5. **(B)** Cell cycle analysis of GAS5 KD HT22 cell. NC, GAS5-si596, GAS5-si210 represents HT22 cells transfected with negative control siRNA, GAS5 siRNA 596, and GAS5 siRNA 210, respectively. **(C)** Percentage of cell number at G1 phase and S/G2/M phase during cell cycle was quantified. Columns in different colors represent control and GAS5 KD groups. **(D)** Cell apoptosis analysis of GAS5 KD in HT22 cells. Cells stained with negative or positive annexin V–fluorescein isothiocyanate and propidium iodide signal were separated into four parts. Top right part represents late-stage apoptosis cell. **(E)** Percentage of late-stage apoptosis cell number was quantified. Columns in different colors represent control and KD groups. **(F)** pcDNA3.1(+) vector contains GAS5 cDNA was introduced to overexpress GAS5 in HT22 cells. RT-qPCR was performed to quantify the relative expression of GAS5. **(G)** Cell cycle analysis of GAS5 overexpression (OE) in HT22 cells. **(H)** Cell apoptosis analysis of GAS5 OE HT22 cells. **(I)** Immunoblot result of p16 and p21 in GAS5-KD HT22 cells. β-actin was used as a loading control. Intensity quantification was showed in **(J)**. **(K)** Immunoblot result of p16 and p21 in GAS5 OE HT22 cells. β-actin and *GAPDH* were used as loading control. Intensity quantification was showed in **(L)**. Three biological repeats were performed in each experiment, except for **(G,H)** (*N* = 1). *P < 0.05; **P < 0.01; ***P < 0.001.

We cloned the complementary DNA (cDNA) of GAS5 into the pcDNA3.1(+) vector, and the GAS5 + pcDNA3.1(+) OE vector was introduced into HT22 cells with transfection reagent to overexpress GAS5 RNA. RT-qPCR was performed to confirm that GAS5′s RNA expression was around six times higher in the GAS5 OE group than the control group (Figure 2F). OE of GAS5 led to the opposite effect of GAS5 KD. In cell cycle analysis, cell numbers in the S/G2/M phase decreased in the GAS5 OE group, with around 10% cell arresting in the G1 phase (Figure 2G). In apoptosis assay, the portion of early- and late-stage apoptosis cells together increased upon GAS5 OE (Figure 2H).

Western blotting was performed to further detect the senescence-associated maker proteins (p16 and p21) in HT22 cells upon GAS5 KD or OE. In GAS5-KD HT22 cells, we found that p21 protein expression was upregulated (Figure 2I, quantification in Figure 2J). In the GAS5 OE group, p21 protein showed an opposite expression pattern with a lower expression level (Figure 2K, quantification in Figure 2L). However, p16 protein expression did not change significantly upon GAS5 KD but decreased in the GAS5 OE group (Figures 2I,K, quantification in Figures 2J,L). Overall, our data suggested that GAS5 inhibits cell cycle progression and promotes the apoptosis process in HT22 cells.

### RNA-Seq Revealed That Genes Affected by Downregulation of Growth Arrest-Specific Transcript 5 Might Participate in Cell Cycle

To further explore the genes that GAS5 may regulate, we performed RNA-Seq analysis using GAS5 KD HT22 cells with siRNA NC as a control. 

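RNA was collected from HT22 cells, a mouse line derived from hippocampus, 48 h after transfection with 10 nM of siRNA, and the poly(A) RNA was sequenced. The deposited counts table holds 5 libraries, of which 1 is from cells given GAS5 siRNA 210, 2 are from GAS5 siRNA 596 and 2 are from NC siRNA. It gives, for 55487 genes, the number of reads that the authors counted with featureCounts after alignment with HISAT2 to GRCm38, without normalization. The total counts were 33884066 in NC replicate 1, 36492134 in NC replicate 2, 34939173 in the siRNA 210 library, 34535873 in siRNA 596 replicate 1 and 30660265 in the library labelled siRNA 596 replicate 2. The authors' deposited table of the comparison between KD and NC lists 15412 genes and does not name its libraries. DESeq2 was therefore run on each choice of libraries and its mean counts were set against those of the authors' deposited table. They differed by at most 0.0977% when the library labelled siRNA 596 replicate 2 was left out, and by up to 345% when all 5 libraries entered. The paper's values thus come from 4 libraries, 2 of KD and 2 of NC, and the paper gives no reason for the library that was not used. Gas5 goes against the label of that library, in which it was higher than in either NC library. Values below are given first for the 4 libraries and then for all 5. Counts were normalized with edgeR's TMM method, and genes were tested with its quasi-likelihood test after filterByExpr, which left 15867 genes with 4 libraries and 16142 with all 5. *P*-values were adjusted by the Benjamini-Hochberg method. The siRNA 210 group has no replicate.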

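Gas5 (ENSMUSG00000053332) lies on the plus strand of chromosome 1 of GRCm38, from 161034422 to 161038539, and is annotated as a processed transcript. Its reads numbered 3178 in NC replicate 1 and 2916 in NC replicate 2, against 2134 in the siRNA 210 library and 2357 in siRNA 596 replicate 1. After TMM normalization these were 90.4, 76.0, 59.7 and 65.9 CPM (counts scaled by library size). Gas5 thus stood at 71.7% of the NC mean with siRNA 210 and at 79.2% with siRNA 596 replicate 1. Over these 4 libraries the mean was 62.8 ± 4.40 CPM in the KD group (SD, n = 2) and 83.2 ± 10.1 in the NC group (SD, n = 2). The log2 fold change was -0.41 (standard error 0.11, adjusted *P* = 0.967 from edgeR). In the authors' deposited table it is also -0.41, with a standard error of 0.127, and the authors' unadjusted *P* = 0.00131 and adjusted *P* = 0.9998 from DESeq2. Gas5 thus passed an unadjusted *P* of 0.05, as it did in edgeR, but not a fold change of 2. For siRNA 210 alone the log2 ratio to the NC libraries was -0.48, with no test, and it ran from -0.60 to -0.35 depending on which NC library was left out. For siRNA 596 replicate 1 alone it was -0.34. In the library labelled siRNA 596 replicate 2, which the paper did not use, Gas5 had 4727 reads and 179 CPM, a log2 ratio of 1.11 and 215% of the NC mean. With both siRNA 596 libraries the log2 ratio was 0.56. With all 5 libraries the log2 fold change between KD and NC was 0.29 (standard error 0.53, adjusted *P* = 0.963), so its direction depended on that 1 library.

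**Figure D1:**
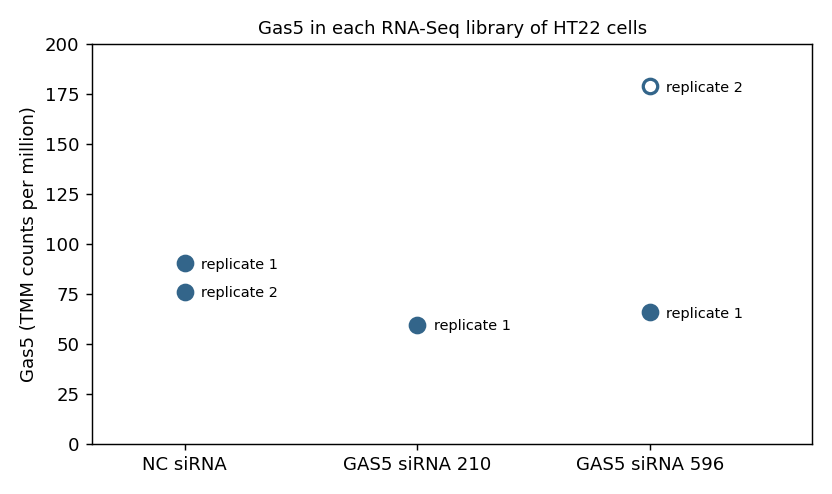
Gas5 in TMM-normalized CPM (vertical axis) for each library of HT22 cells, by siRNA; each circle is 1 library, and the open circle is the library labelled siRNA 596 replicate 2. The siRNA 210 library and siRNA 596 replicate 1 lie at 59.7 and 65.9, below both NC libraries, and the open circle lies at 179.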

The data showed that GAS5 RNA level indeed decreased in both siRNA 210 and siRNA 596 KD HT22 cells. 

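The square of Pearson's r was computed across all genes of the counts table, on the counts as deposited; it describes the spread across genes, which are not independent replicates. The siRNA 210 library and siRNA 596 replicate 1 had an *R*2 of 0.9968, and the pair of NC libraries had 0.9732. Between a KD and an NC library, *R*2 ranged from 0.9695 to 0.9979 over these 4 libraries. NC replicate 1 was thus closer to both KD libraries, at 0.9948 and 0.9979, than to NC replicate 2. The unused library labelled siRNA 596 replicate 2 had an *R*2 of 0.675 with the siRNA 210 library and 0.673 with siRNA 596 replicate 1. Its values with the NC libraries were 0.676 and 0.682. With all 3 KD libraries the median over their pairs was therefore 0.675. Leaving out that library moved this median most, to the 0.9968 of the remaining pair. On log2(CPM + 1) over all genes, with all 3 KD libraries, the median was 0.956 and the NC pair had 0.995.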

Using the Pearson correlation analysis method, we found that the reproducibility of the data of two siRNA KD groups was very good (*R*^2^ = 0.9965 for KD group; *R*^2^ = 0.9707 for NC group). We thus combined the data of siRNA 210 and siRNA 596 KD groups together as KD group and performed a comparison between KD and control groups.

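To see how far the siRNAs acted alike, the log2 ratio of the siRNA 210 library to the NC mean was set against that of siRNA 596 replicate 1 across 15867 genes. Pearson's r was 0.392, and 68.7% of genes had the same sign in both. Both ratios share the same NC libraries, which alone gives a positive r. In 100 simulated datasets with the same depths and no effect of either siRNA, the median r was 0.332, with 95% of the values between 0.302 and 0.36. In the real counts, NC replicate 2 had an *R*2 of 0.9695 to 0.9774 with the other libraries used. Among themselves these had 0.9948 to 0.9979. Such a deviation of 1 NC library enters both ratios and raises r without any effect of the siRNAs. The r of 0.392 therefore does not show that the siRNAs acted alike. The share with the same sign was not set against simulated values. All 57 of the paper's DEGs that passed the filter had the same sign with both siRNAs, but these genes were chosen on the same 4 libraries. The library labelled siRNA 596 replicate 2 did not enter this comparison.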

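With the 4 libraries of the authors' deposited table, 139 of 15867 genes passed an unadjusted *P* of 0.05 and a fold change of 2 in edgeR, 58 higher and 81 lower in the KD group. None had an adjusted *P* under 0.05, and 523 genes, or 3.30%, had an unadjusted *P* under 0.05. DESeq2, run on the same libraries and on the genes of the authors' deposited table, gave 58 genes, 29 higher and 29 lower. One gene, Gm7336, had an adjusted *P* under 0.05 in that run, and 357 genes, or 2.32%, had an unadjusted *P* under 0.05. With all 5 libraries, edgeR gave 57 genes past the same criteria, 29 higher and 28 lower. Again none had an adjusted *P* under 0.05, and 60 genes, or 0.372%, had an unadjusted *P* under 0.05. Of these 57 genes, 48 were among the 139 of the 4 libraries. The setting that moved the count most was siRNA 596 against NC with the replicate number as a block, at 426 genes. Neither the labels nor the paper state that libraries with the same replicate number were paired. That fit also includes the library labelled siRNA 596 replicate 2. The genes past the criteria had few reads. The 58 genes of Supplementary Table 2 had a median of 31.1 counts per library over the 4 libraries, against 807 for all genes of the authors' deposited table, and 58 of 58 lay below that median.

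**Figure D2:**
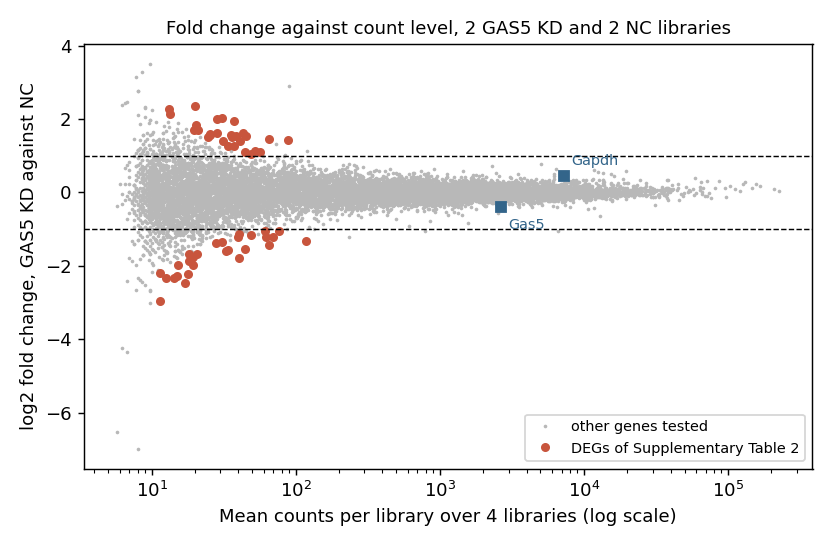
Log2 fold change between the 2 GAS5 KD and 2 NC libraries (vertical axis) against the mean counts per library (horizontal log axis) for the genes tested with 4 libraries. Red points are the DEGs of Supplementary Table 2, blue squares are Gas5 and Gapdh, gray points are the other genes, and dashed lines mark a log2 fold change of -1 and 1; the red points lie at low counts, and Gas5 lies at -0.41.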

The result showed that a total of 58 DEGs were identified upon GAS5 KD in HT22 cells using the criteria of *P*-value < 0.05 and fold change > 2 (Figure 3A). 

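Of the 58 genes of Supplementary Table 2, 57 passed the filter with 4 libraries in edgeR and 55 of them passed the same criteria in the same direction. With all 5 libraries 26 passed, and 55 of 57 kept their direction. Among the higher genes, Gm28710 (ENSMUSG00000109903, chromosome 5) had 18 and 13 counts in the NC libraries against 46 with siRNA 210 and 71 with siRNA 596 replicate 1. Its log2 fold change was 1.94 (standard error 0.48, adjusted *P* = 0.967) with 4 libraries. With 23 counts in the library labelled siRNA 596 replicate 2, it was 1.70 with all 5. Gstm6 (ENSMUSG00000068762, chromosome 3) had 10 and 13 counts in NC and 54, 36 and 59 in the KD libraries, in the same order. Its log2 fold change was 2.00 with 4 libraries and 2.33 with all 5. The reads of 1700047I17Rik2 and C1rb differed more between siRNAs, as 1700047I17Rik2 had 204 counts with siRNA 210 but 52 with siRNA 596 replicate 1, against 46 and 52 in NC. Among the lower genes, Ppp1r3e (ENSMUSG00000072494, chromosome 14) had 90 and 100 counts in NC and 39, 30 and 22 in the KD libraries. Its log2 fold change was -1.42 with 4 libraries (standard error 0.34) and -1.48 with all 5. A130012E19Rik had 34 and 24 counts in NC and 6, 4 and 2 in the KD libraries, a log2 fold change of -2.48 and -2.69, respectively. Npas3 had 45 and 89 counts in NC and 22 in each KD library. Postn rested on NC replicate 2, where it had 255 counts against 84 in NC replicate 1. Without NC replicate 2 its log2 fold change with the KD libraries was -0.095, against -1.01 with all 5. Gm10269, a processed pseudogene whose counts are uncertain because its sequence resembles a parent gene, had 27 and 32 counts in NC, 6 in siRNA 210 and 6 in siRNA 596 replicate 1. Its log2 fold change of -2.24 with 4 libraries became 0.049 with all 5, because it had 58 counts in the library labelled siRNA 596 replicate 2. Colec10 (30 and 20 counts in NC, 6, 4 and 2 in the KD libraries) and Gm37349 (22 and 20 counts in NC, 4, 4 and 1 in the KD libraries) were also lower. Outside the list, Itpa-ps2, also a processed pseudogene, had 17 and 15 counts in NC and 0 in every KD library. Set against a floor of 3 counts, it was at least 3.85-fold lower in the KD group. On the higher side, Gm44645 and Gm5066 had 3 or fewer counts in each NC library, so no fold change is given for them.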

The heatmap of hierarchical clustering analysis indicated that all of the differentially expressed mRNAs were clustered in several groups (Figure 3B and Supplementary Table 2). We further performed gene ontology (GO) enrichment analysis to explore the biological process of the DEGs involved in. We found that 27 GO terms were significantly enriched for the upregulated DEGs (*P* < 0.05), and the top 10 enriched terms included nucleosome assembly, protein-DNA complex assembly, and DNA replication-dependent nucleosome assembly (Figure 3C and Supplementary Table 3). 

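Supplementary Table 3 of the paper lists 26 terms, of which 15 have a *P*-value under 0.05 in the paper's table, and its smallest Benjamini-adjusted value is 0.558. In the paper's table 18 terms are made only of the same 3 histone genes, and 14 of these have a *P*-value under 0.05. The annotation names these genes Hist1h2bj, Hist1h4d and Hist1h3h, all on chromosome 13. Hist1h2bj had 12 and 14 counts in the NC libraries, 39 with siRNA 210 and 37 with siRNA 596 replicate 1. Hist1h4d had 10 and 16 counts in NC against 46 and 27, and Hist1h3h had 6 and 4 against 18 and 26. The log2 fold changes with 4 libraries were 1.58 for Hist1h2bj (standard error 0.51), 1.52 for Hist1h4d (standard error 0.56) and 2.14 for Hist1h3h (standard error 0.69), each with an adjusted *P* = 0.967. The library labelled siRNA 596 replicate 2 had 57, 33 and 16 counts for the same genes, and with all 5 libraries the log2 fold changes were 2.00, 1.63 and 2.13. Histone genes have near-identical copies, so the counts of a single one are uncertain, and their transcripts mostly lack the poly(A) tail on which the libraries were selected. A list of replication-dependent histone genes was also tested. Of the 58 genes higher with 4 libraries in edgeR, 3 were among the 27 histone genes tested (Fisher's exact test against all genes tested, 1-sided, *P* = 0.000127). With all 5 libraries, 4 of the 29 higher genes were among 34 histone genes (Fisher's exact test, 1-sided, *P* = 3.75e-07). The 3 genes are those of Supplementary Table 3 on the same 4 libraries, so the first of these tests is not independent evidence, and the fit of all 5 shares those libraries. Without these 3 genes, the other 24 histone genes had a median log2 fold change of 0.09 with 4 libraries, and 16 of them were above 0.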

A previous study reported that DNA replication plays a vital role in the S phase during the cell cycle, and it is highly correlated with the protein–DNA complex during nucleosome assembly (Krude and Keller, 2001). Chromatin assembly factor-1 also plays essential roles in nucleosome assembly, which is associated with DNA replication and cell proliferation, through interacting with polymerase sliding clamp proliferating cell nuclear antigen (Takami et al., 2007). In addition to that, cell cycle machinery also showed a strong link with the nucleosome assembly activity by chromatin assembly factor-1 during DNA replication (Krude and Keller, 2001). Consistently, our data suggested that GAS5 inhibits cell cycle progression, indicating that GAS5 affects the HT22 cell cycle by regulating the mRNA level of these DEGs.

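Gene lists for the processes named here were tested as sets with camera from limma, and each median log2 fold change is given relative to all genes. With 4 libraries, the 52 DNA replication genes had a median of 0.047 (adjusted *P* = 0.216), with 37 above 0. The 31 G2/M genes had a median of 0.00018 (adjusted *P* = 0.997) and the 19 p53 target genes 0.061 (adjusted *P* = 0.664). The 27 histone genes had a median of 0.16 (adjusted *P* = 0.00719), with 19 above 0. Their unadjusted *P* from camera was 0.0024. Without the 3 genes of Supplementary Table 3, which were chosen on the same libraries, camera gave an unadjusted *P* of 0.11 for the other 24. With all 5 libraries the medians were 0.12 for DNA replication (adjusted *P* = 0.0282), -0.069 for G2/M (adjusted *P* = 0.939), 0.013 for p53 targets (adjusted *P* = 0.567) and 1.00 for 34 histone genes (adjusted *P* = 3.24e-10). Leaving out the library labelled siRNA 596 replicate 2 thus moved the histone median most, from 1.00 to 0.16. Camera used a preset correlation of 0.01 between genes, and none of these calls held under fry or under a correlation estimated from the data, with 4 or with 5 libraries. Counts on all histone genes together came to 51.7 and 49.5 CPM in the NC libraries, 53.2 with siRNA 210, 56.7 with siRNA 596 replicate 1 and 134 in the unused library. From the enrichment of nucleosome assembly among the upregulated DEGs, from earlier work that ties this process to DNA replication and S phase, and from its own data on cell cycle progression, the paper proposes that GAS5 affects the cell cycle of HT22 cells through the mRNA level of these DEGs.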

**FIGURE 3:**
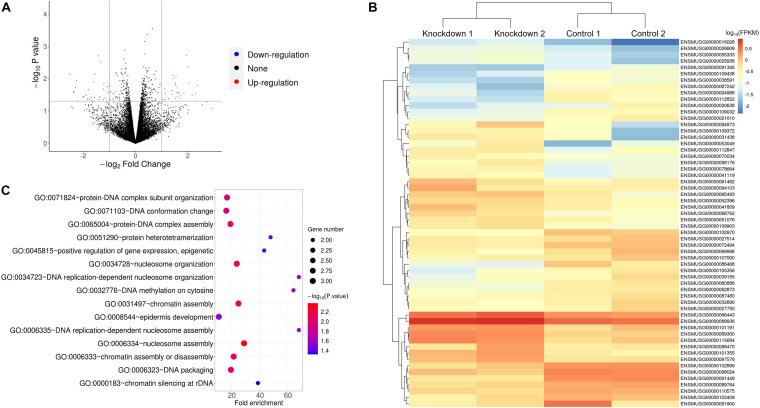
RNA-Seq analysis of HT22 cells upon GAS5 KD revealed that the affected genes might participate in cell cycle. **(A)** Volcano plot for differentially expressed genes (DEGs) between control and GAS5 KD groups. **(B)** Heatmap of the 58 DEGs with the highest significance levels between control and GAS5 KD groups. Key of heatmap represented the log_10_(FPKM) of 58 DEGs. **(C)** Gene ontology enrichment analysis for “Biological Process” of upregulated DEGs in GAS5 KD group.

### Growth Arrest-Specific Transcript 5 May Interact With Proteins Associated With Hippocampus Function in Young Mice

Growth arrest-specific transcript 5 was reported to play a very important role in tumors, and it can inhibit migration and invasion of gastric cancer *via* interacting with p53 protein (Liu et al., 2020), and it can also regulate the expression of p21 to enhance G1 cell cycle arrest through binding to Y-box binding protein 1 (Liu et al., 2015). To explore the role of GAS5 in the mouse hippocampus, we conducted an RNA pull-down assay in the mouse hippocampus, exploring its potential interacting proteins. Our data showed that GAS5 may interact with 290 proteins, which can form approximately 10 clusters, and they are involved in a variety of physiological processes in hippocampal brain tissue, indicating that GAS5 has multiple functions in the brain (Figure 4A and Supplementary Table 4), for example, the pre-mRNA splicing and extension of protein synthesis, mitochondrial membrane respiratory chain and ribosome composition, regulation of neural signaling pathways and ubiquitination, phospholipid metabolism and synapses in neurons, signal transduction, and synthesis of fatty acids.

**FIGURE 4:**
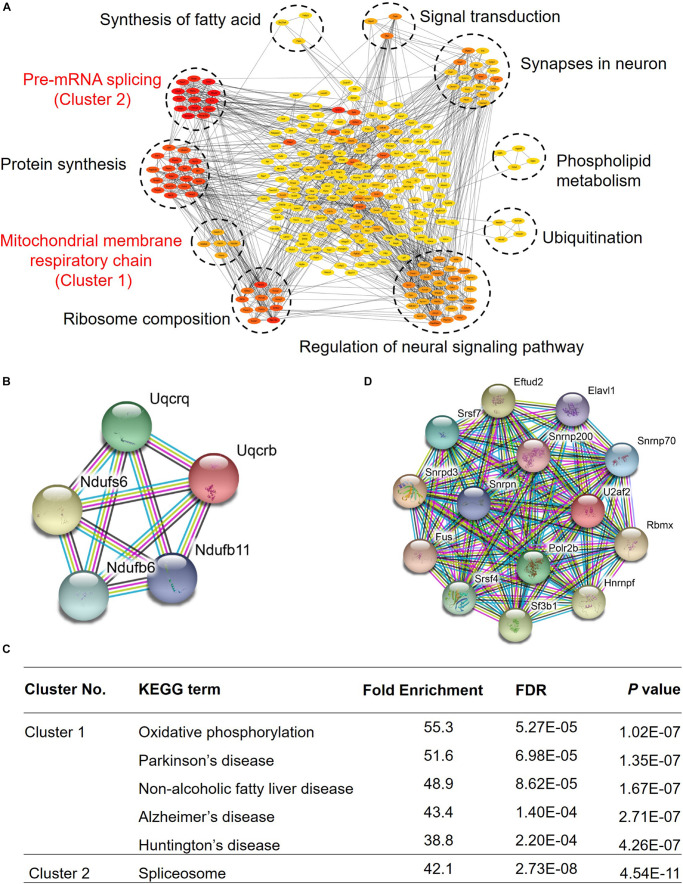
GAS5 RNA pull-down results revealed regulatory GAS5-associated protein–protein interaction network related to aging-associated diseases. **(A)** Overall protein–protein interaction network of GAS5 interacting proteins. Network nodes of different colors present proteins. Red color represents strong interaction, whereas yellow suggests a relatively weak connection. Lines between proteins represent protein–protein associations. **(B)** Interaction network diagram of proteins in first cluster, which were involved in the formation of mitochondrial membrane respiratory chain reaction. **(C)** KEGG pathway enrichment analysis of clusters 1 and 2. **(D)** Interaction network diagram of proteins in second cluster, which participated in the shearing process of pre-mRNA.

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis indicated that two clusters showed relatively strong interaction with GAS5, and they were taken into account for further analysis. In the first cluster, the proteins encoded by these five genes are mainly involved in the mitochondrial membrane respiratory chain (Figure 4B). KEGG pathway enrichment analysis showed that they are not only involved in oxidative phosphorylation but also participate in some important neurological diseases, such as Parkinson’s disease and Alzheimer’s disease (Figure 4C). We thus speculated that GAS5 might play a role in some neurological diseases. Proteins of the second cluster interact strongly with each other (Figure 4D). They mainly function in the shearing process of pre-mRNA (Figure 4C). Taken together, our results showed that GAS5 potentially regulates mitochondrial function, neurological diseases, and synapse function through interacting with specific protein clusters in the mouse brain hippocampus.

## Discussion

Growth arrest-specific transcript 5 was first discovered in 1988 by Schneider et al. (1988) in mouse NIH/3T3 fibroblast due to its increased expression after cell growth stagnation. As the research on GAS5 going further, more and more studies have shown that lncRNA GAS5 is low-expressed in most of the tumor samples, such as glioma, non-small cell lung cancer, breast carcinoma, etc. As a tumor suppressor, GAS5 is involved in the regulation of tumor occurrence and progression (Cao et al., 2017; Gu et al., 2018; Liu et al., 2018). However, it was not clear whether it plays a role in senescence or aging.

Our previous RNA-Seq data showed that GAS5 had differential expression patterns in young and old mice brains, which suggested that it may participate in brain aging (Wang et al., 2019). Further examination using RT-qPCR on four different brain tissues confirmed that GAS5 is expressed significantly higher in the old mouse brain hippocampus region comparing with that of a young mouse. To explore the role and underlying mechanism of GAS5 in senescence and brain aging, we performed a series of experiments on mice brain tissues and brain-derived cell lines. GAS5 showed nucleoplasm and cytoplasm subcellular localization.

Cellular senescence is an effective barrier to tumorigenesis *in vivo* (Braig et al., 2005; Collado et al., 2005; Michaloglou et al., 2005). GAS5 can inhibit bladder cancer cells proliferation and promote apoptosis (Chen et al., 2020) and also inhibits migration of gastric carcinoma cell *via* interacting with p53 protein (Liu et al., 2020). Our data showed that declined expression of GAS5 could activate cell cycle progression and reduce cell apoptosis level, and OE of GAS5 led to the opposite effect. p16 is a senescence-associated marker, the expression of which increases exponentially with aging in most tissues (He and Sharpless, 2017). p21 is a cyclin-dependent kinase inhibitor, which can also be used to measure the levels of aging (Wang et al., 2017). Upregulation of senescence-associated proteins p16 and p21 was found in granule cells of the dentate gyrus in the irradiation-induced mouse hippocampus, showing a similar senescence phenotype (Cheng et al., 2017). In our immunoblot result, the expression of p21 was upregulated upon GAS5 KD in HT22 cells and decreased in the presence of GAS5, indicating the antiaging effect of GAS5 in HT22 cells probably through the p21 pathway, although p16 protein expression did not change due to alteration of GAS5 RNA.

Growth arrest-specific transcript 5 can competitively bind Smad3 proteins through a variety of RNA SMAD-binding elements to inhibit transforming growth factor/Smad3-mediated smooth muscle cell differentiation (Tang et al., 2017), and subsequent experiments have found that GAS5 can inhibit the expression of adenosine triphosphate-binding cassette transporter A1 by binding to the enhancer of zeste homolog 2 (Meng et al., 2020). Our RNA pull-down assay of mouse hippocampus tissue identified a lot of new GAS5 interacting proteins. Mitochondrial DNA damage causes mitochondrial dysfunction and upregulation of reactive oxygen species, which may be induced by telomere dysfunction-caused cellular senescence (Passos et al., 2007). Mitochondrial dysfunction has been implicated in the pathogenesis of many neurodegenerative diseases, such as Parkinson’s disease, Huntington’s disease, and Alzheimer’s disease (Aliev et al., 2004). It is also believed that higher oxidative status caused by mitochondrial dysfunction contributes to senescence acceleration and the age-dependent alterations in cell structure and function (Hosokawa, 2002, 2004). In our study, in addition to one cluster with the strongest interactions involved in pre-mRNA splicing and extension of protein synthesis, one cluster (Uqcrq, Uqcrb, Ndufb6, Ndufb11, and Ndufs6) is involved in mitochondrial membrane respiratory chain reaction. KEGG pathway enrichment analysis showed that they are involved in some important neurological diseases, such as Parkinson’s disease, Alzheimer’s disease, Huntington’s disease, and so on. These data imply that GAS5 may have a potential role in brain aging through regulating the mitochondrial function in the hippocampus with specific mitochondrial proteins.

Growth arrest-specific transcript 5 has been reported to participate in several pathways such as apoptosis and cell cycle in T cell line and tumor suppression in many neoplasms. Our study reports the potential roles of GAS5 in senescence and brain aging. It may interfere with cell cycle, progression, and proliferation through interacting with various proteins and affecting mRNAs expression at brain tissue and brain-derived cell line levels. This study could provide a reference for further studies on molecular functions of GAS5 as well as its interacting proteins and affected mRNAs in aging and also contribute to better understand the multiple roles of non-coding RNAs in various biological systems.

## Materials and Methods

### Animal Experiments

All the animal experiments performed in this study were conducted in adherence with guidelines of University of Science and Technology of China Animal Resources Center and University Animal Care and Use Committee. Male C57BL/6 mice were housed in a specific-pathogen-free and temperature-controlled room with a 12-h light/dark cycle and unrestricted access to food and water. Mouse experiment was approved by the Committee on the Ethics of Animal Experiments of the USTC (Permit Number: USTCACUC1801051).

Young and old adult male mice were anesthetized and transcardially perfused with 1 × phosphate-buffered saline (PBS). Brain tissues from the HT, OB, CB, and HC were carefully dissected under a stereomicroscope and then quickly immersed into TRIzol Reagent (Ambion, 15596018, Life Technology, United States) on ice, which will be stored in −80°C and used for RT-qPCR experiment.

### Cell Culture

HT22 (hippocampal neuronal cell line) was routinely cultured in Dulbecco’s modified Eagle medium (Gibco, 12100046, Thermo Fisher Scientific, United States) with 10% fetal bovine serum (ExCell Bio, FSS500, China), antibiotic–antimycotic (Wisent, 450-115-EL, Nanjing, China), and incubated in a humidified atmosphere of 5% CO_2_ and 95% air at 37°C. The cells were subcultured every 2 days.

### Quantitative Reverse Transcription PCR

Total RNA from four brain regions (HT, OB, CB, and HC) were extracted using TRIzol Reagent (Ambion, 15596018, Life Technology, United States). RNA quality and quantity were checked by agarose gel electrophoresis and Nano-300 Micro Spectrophotometer (ALLSHENG, China). The first-strand cDNA was reverse transcribed using a HiScript II 1st Strand cDNA Synthesis Kit (Vazyme, R212-02, Nanjing, China) according to the manufacturer’s instructions. qPCR was then performed on a Bio-Rad CFX96 qPCR machine using the AceQ qPCR SYBR Green Master Mix (Vazyme, Q111-03, Nanjing, China). The expression levels of target genes were normalized to a housekeeping gene (*GAPDH*). Negative controls and technical replicates were also conducted. Primer lists are shown in Supplementary Table 1.

### Fractionation of Cells

Cells with a density of 10^6^ were rinsed three times with 1 × PBS and resuspended with RSB-100 solution [10-mM Tris–hydrochloric acid, pH = 7.4; 100-mM sodium chloride (NaCl); 25-mM magnesium chloride (MgCl_2_); 40 μg/ml digitonin]. Gently mix the solution on ice and centrifuge at 2,000 × *g* for 8 min, 4°C. The supernatant was the cytoplasm part. Resuspend the pellets with 500 μl of RSB-100 solution containing 0.5% Triton X-100, incubated the samples on ice for 5 min, and then centrifuged at 2,000 × *g* for 8 min, 4°C. The supernatant was the nucleoplasm part. The left pellets, which was a chromatin-binding fraction, were dissolved using 500 μl of RSB-100 solution containing 0.5% Triton X-100. Total RNAs from three fractions were extracted using TRIzol Reagent, and RT-qPCR was conducted as mentioned above.

### Growth Arrest-Specific Transcript 5 Knockdown and Overexpression

Small interfering RNA (siRNA) was used to knock down the expression of GAS5 non-coding RNA in HT22 cells and were synthesized by GenePharma (Shanghai, China). The forward and reverse sequences of GAS5-siRNA210 were 5′-CCU CUG UGA UGG GAC AUC UTT-3′ and 5′-AGA UGU CCC AUC ACA GAG GTT-3′ (Sun et al., 2017), respectively. The forward and reverse sequences of GAS5 siRNA596 were 5′-CCG GUC CUU CAU UCU GAA UTT-3′ and 5′-AUU CAG AAU GAA GGA CCG GTT-3′, respectively. 

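The target sites of both siRNAs were located in the annotated Gas5 transcripts of GRCm38, by searching every transcript for the 19 bases of the forward strand. The site of siRNA 210, CCTCTGTGATGGGACATCT, lies on chromosome 1 from 161035767 to 161035785. It falls in exon 2 of the 12 exons of an annotated Gas5 transcript and is present in 18 of the 25 annotated Gas5 transcripts. With its flanks the site reads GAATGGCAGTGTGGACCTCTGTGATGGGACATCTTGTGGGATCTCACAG. The site of siRNA 596, CCGGTCCTTCATTCTGAAT, lies from 161038013 to 161038031 in exon 10 of the same transcript and is present in 17 transcripts. Its flanked sequence is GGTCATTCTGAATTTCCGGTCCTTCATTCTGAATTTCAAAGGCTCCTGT. Neither full site was found in a transcript of another gene, which is 0 other genes for each siRNA.

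**Figure D3:**
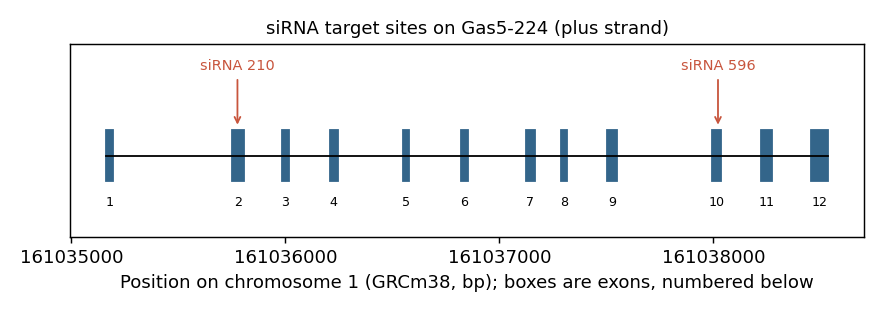
Exons of the same 12-exon Gas5 transcript (boxes, numbered 1 to 12) along chromosome 1 of GRCm38 in bp, with the target sites of siRNA 210 and siRNA 596 marked by arrows. The site of siRNA 210 lies in exon 2 and that of siRNA 596 in exon 10.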

The forward and reverse sequences of negative-control siRNA (NC siRNA) were 5′-UUC UCC GAA CGU GUC ACG UTT-3′ and 5′-ACG UGA CAC GUU CGG AGA ATT-3′, respectively. Cells were seeded in 12-well culture plates and transfected with siRNA when cells had reached 30 to 40% confluences. Then, cells were transfected with 10-nM GAS5 siRNA or NC siRNA using INTERFERin reagent (Polyplus, 409-10, France) at 1 of 250 final dilutions for 48 h.

cDNA of GAS5 isoform 210 was cloned into pcDNA3.1(+) (Invitrogen) OE vector. pcDNA3.1(+) empty vector was used as a negative control. Cells were seeded in 12-well culture plates and transfected with an OE vector when cells had reached 60 to 80% confluences. Then, cells were transfected with 2-μg GAS5-iso210 pcDNA3.1(+) or empty pcDNA3.1(+) using jetOPTIMUS reagent (Polyplus, 117-01, France) at 1 of 500 final dilutions for 48 h.

### Cell Apoptosis Assay by Flow Cytometry

Cells were collected from 12-well plates at 48 h after transfection, washed with PBS, suspended with 100 μf binding buffer, and then, 5-μb annexin V–fluorescein isothiocyanate and 5-μa PI (Vazyme, A211-02, Nanjing, China) were added. The liquid was incubated in binding buffer at room temperature for 10 min, and then a 400-μl binding buffer was added to the tube. Finally, cell apoptosis was examined by flow cytometry (CytoFLEX, United States). Data were analyzed using the Flowjo VX. At least three independent experiments were conducted in the analysis.

### Cell Cycle Analysis

Cells were collected from 12-well plates at 48 h after transfection, washed with 1 × PBS, fixed in 70% ethanol, and incubated at 4°C for 30 min. Fixed cells were washed twice and resuspended in PBS containing RNase A (100 μg/ml) and PI (50 μg/ml), incubated at 4°C for 30 min. At last, cell cycle analysis was performed using flow cytometry (CytoFLEX, United States), and then data were analyzed using the Modfit. At least three independent experiments were conducted in the analysis.

### Western Blot Analysis

Cells were collected from 12-well plates at 48 h after transfection, washed with 1 × PBS, lysed in radioimmunoprecipitation assay buffer [50-mM Tris–hydrochloric acid, pH = 7.4, 150-mM NaCl, 1-mM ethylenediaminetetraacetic acid, 1% Triton X-100, 1% sodium dodecyl sulfate (SDS), 1% sodium deoxycholate supplemented with 1 × protease inhibitor cocktail, and 1-mM phenylmethylsulfonyl fluoride] at 4°C for 30 min. Protein supernatants were collected through a centrifuge at 12,000 rcf for 15 min at 4°C and mixed with protein loading buffer and denatured at 100°C for 10 min. Protein samples were separated through 12% SDS-polyacrylamide gel electrophoresis (PAGE) and transferred onto polyvinylidene difluoride membranes. After blocking non-specific binding with 3% bovine serum albumin (Sangon, China) in Tris–buffered saline with 0.05% Tween 20, the blots were incubated with specific antibodies. Commercial antibody used for blot includes p16 antibody (Abcam, ab108349), beta-actin antibody (Proteintech, 60008-1-Ig), and p21 antibodies (Millipore, 05-345). The secondary antibodies used for IB (1:5,000) were horseradish peroxidase-conjugated Affinipure Goat Anti-Mouse IgG(H + L) antibody (Proteintech, China), and the signals were detected with Supersensitive ECL chemiluminescence solution (P&Q Science Technology, Shanghai, China). The intensity of bands was assessed using Image J.

### RNA Pull-Down

Yong mice (2.5 months old) were anesthetized and transcardially perfused with 1 × PBS. Hippocampus tissue from the brain was collected for homogenization on ice for 90 s and centrifuged (700 rcf) at 4°C for 5 min. After removing the supernatant, the precipitates were resuspended in the lysis buffer containing 10 mmol/L 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid, 10 mmol/L KCl, 1.5 mmol/L MgCl_2_, and 1% NP-40 and incubated on ice for 1.5 h. During lysis, *in vitro* transcribed and biotinylated GAS5 sense and antisense RNA probes were heated in RNA structure buffer containing 10 mmol/L Tris–Cl (pH = 8.0), 0.1 mol/L KCl, 1 nmol/L, and 10 mmol/L MgCl_2_ at 95°C for 2 min and was incubated on ice for 3 min. Then sense and antisense (negative control) GAS5 RNA probes were incubated with lysate from the previous discussion for 12 h at 4°C with rotation. Next, 20-μl M-280 Streptavidin magnetic beads (Invitrogen, 11205D, Thermo Fisher Scientific, United States) were added into the mixture mentioned earlier and incubated for 3 h at 4°C with rotation. Beads were washed at least three times, and RNA–protein complex was collected through a magnetic base. Beads were resuspended in elution buffer containing 7.5 mmol/L 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid, 15 mmol/L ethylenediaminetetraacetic acid, 0.15% SDS, 75 mmol/L NaCl, 0.02% sodium deoxycholate. Finally, the eluted proteins were separated by SDS-PAGE and then identified by mass spectrometry (MS). All processes were performed under RNase-free conditions.

### Mass Spectrometry

The proteins that were separated by SDS-PAGE were reduced using 20-mM dithiothreitol (Sigma) at 95°C for 5 min and alkylated in 50-mM iodoacetamide (Sigma) for 30 min (in the dark). Then, the samples were digested into peptides using sequencing grade trypsin (Promega) and recovered from the SDS-PAGE gel. Peptides were desalted using StageTips and resuspended using 0.1% formic acid with 2% acetonitrile. Mass spectrometry experiments were performed on a nanoscale ultra-high-pressure liquid chromatography system (EASY-nLC1200, Thermo Fisher Scientific) connected to an Orbitrap Fusion Lumos equipped with a nanoelectrospray source (Thermo Fisher Scientific). The peptides were separated on a reversed-phase high-performance liquid chromatography analytical column (75 μm × 25 cm) packed with 2-μm C18 beads (Thermo Fisher Scientific) using a linear gradient ranging from 9 to 28% acetonitrile for 90 min and followed by a linear increase to 45% B for 20 min at a flow rate of 300 nl/min. The Orbitrap Fusion Lumos acquired data in a data-dependent manner alternating between full-scan MS and MS2 scans. The MS spectra (350–1,800 m/z) were collected with 120,000 resolution, automatic gain control of 4 × 10^5^, and 50-ms maximal injection time. Selected ions were sequentially fragmented in a 3-s cycle by higher-energy C-trap dissociation with 30% normalized collision energy, specified isolated windows 1.6 m/z, 30,000 resolution. Automatic gain control of 5 × 10^4^ and 100-ms maximal injection time were used. Dynamic exclusion was set to 30 s. Raw data were processed using Proteome Discoverer (PD, version 2.2), and MS/MS spectra were searched against the reviewed Swiss-Prot mouse proteome database. The cutoff values are shown later: a precursor mass tolerance of 10 ppm; fragment mass tolerance of 0.02 Da; only peptides longer than six amino acids were kept; false discovery rate <1%; and at least one unique peptide was required for protein identification. The MS data have been submitted to ProteomeXchange and available *via* ProteomeXchange with identifier PXD023363.

### RNA Sequencing

The mRNA-Seq library was prepared according to the manufacturer’s protocol. Reagents used for mRNA-seq library preparation were from New England BioLabs Company. Briefly, total RNAs were extracted by TRIzol reagent. RNA quality and concentration were checked by agarose gel electrophoresis and Nanodrop. RNA integrity was validated by Agilent 2100. The mRNAs were purified by oligo-dT attached beads and fragmented into small pieces. Cleaved RNA fragments were reverse-transcribed into first-strand cDNAs. DNA polymerase I was used to synthesizing second-strand cDNAs. End repair and ligation of adapters were performed to add a single “A” base and adapters to cDNA fragments. Purified cDNA fragments were amplified through PCR. The final cDNA library was then sequenced by high throughput sequencing platform Illumina Novaseq 6000. The RNA-Seq data have been deposited in the Gene Expression Omnibus (accession number: GSE163237).

### Bioinformatics Analysis

The RNA-Seq reads were initially subject to adapter removal and filtered using Trimmomatic (Bolger et al., 2014) (version 0.39). Then, we use FastQC (version 0.11.8) to do some quality control checks. Clean reads were mapped using HISAT2 (Kim et al., 2015) (version 2.1.0) to the GRCM38 Ensembl genome. Sort and convert the SAM files to BAM files using SAMtools (Li et al., 2009) (version 1.7). The mapped reads were then counted using featureCounts (Liao et al., 2014) (version 2.0.1) with Mus_musculus.GRCm38.101.gtf annotations^1^. DEGs were determined using R package DESeq2 (Love et al., 2014) (version 1.26.0) with a *P*-value < 0.05 and an absolute value of log_2_FC > 1. Pearson correlation analysis was conducted in R (version 3.6.3). Volcano map and heatmap generation were conducted, respectively, using R packages “ggplot2” (version 3.3.2) and “pheatmap” [Kolde R, Kolde MR. Package “pheatmap”^2^ (Oct 12; 2015)] (version 1.0.12). The interaction network was analyzed in STRING (Szklarczyk et al., 2019)^3^ and visualized in Cytoscape (Otasek et al., 2019) (version 3.8.0). We used DAVID (Huang et al., 2009)^4^ to perform functional annotation clustering with the DEGs.

### Statistical Analysis

Each experiment was repeated two or three times. Student’s *t*-tests analyzed statistical differences. Data are presented as the mean ± standard errors of the means. The statistical significance was established at 0.05 (^∗^*P* < 0.05, ^∗∗^*P* < 0.01, and ^∗∗∗^*P* < 0.001) using SPSS^®^ software V.21 (Chicago, IL, United States). GraphPad Prism 7.0 was used for statistical illustrations.

## Data Availability Statement

The raw data supporting the conclusions of this article will be made available by the authors, without undue reservation.

## Ethics Statement

The animal study was reviewed and approved by the University of Science and Technology of China Animal Resources Center and University Animal Care and Use Committee.

## Author Contributions

XS and HM conceived the experiment. SW and SK performed the gene KD and OE part. SW, HM, and BL performed the RNA pull-down experiment. Y-HH and WL conducted the protein MS part. YW conducted the bioinformatic analyses. HM, SW, SK, and DZ finished RT-qPCR and cellular localization. DZ and BL took care of the animals. All authors read, wrote, and approved the article.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

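The samples were HT22 cells collected 48 h after transfection with 10 nM of GAS5 siRNA 210 (1 library), GAS5 siRNA 596 (2 libraries) or NC siRNA (2 libraries). The sample labels describe the NC samples as untreated, whereas their titles and the paper give NC siRNA, which was used here. The counts as deposited by the authors are whole numbers of reads per gene, made by adapter removal and filtering with Trimmomatic, alignment with HISAT2 to GRCm38 and counting with featureCounts on the Ensembl annotation, with no normalization. The log2 fold changes and their standard errors in the authors' deposited table were made by the authors with DESeq2, KD relative to NC. The score in that table is the Wald statistic as deposited by the authors, which is the log2 fold change divided by its standard error. Each P value in that table, unadjusted or adjusted, was made by the authors with the Wald test of DESeq2. Its mean expression is the mean of counts divided by DESeq2's size factors. The paper's text does not name the strand setting, the handling of reads that map to several places, the libraries of the DESeq2 comparison or its filter on genes.

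The library totals ran from 30660265 to 36492134 counts, and 27363 of the 55487 genes had at least 1 count in some library. Gene identifiers were matched to names through the GENCODE annotation of GRCm38, which named 99.4% of them. Counts of 3 or fewer in a library were treated as the floor. Confidence in single genes is limited by the number of libraries, since siRNA 210 has 1 library and cannot be tested alone, and siRNA 596 and NC have 2 each.

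Normalization used TMM and tests used the quasi-likelihood method of edgeR 4.0.16 in R 4.3.3, on genes past filterByExpr. DESeq2 1.42.0 and limma 3.58.1 served for the alternatives and for the set tests, the latter with camera at a correlation of 0.01. The paper's criteria, an unadjusted *P* of 0.05 and an absolute log2 fold change of 1, were applied to the edgeR fit, and adjusted *P*-values are from the Benjamini-Hochberg method. The use of all 5 libraries, the rule for named genes, 6 of the gene lists and most alternatives were set before the data were examined. The 4 libraries of the authors' deposited table, found by comparison with that table, are given first in the text because the paper's values come from them. The comparison of libraries was made over mean counts, as described beside the first results. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

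The named genes follow a rule: Gas5, genes the paper names, the 3 histone genes of Supplementary Table 3, the 5 genes with the smallest unadjusted *P* in each direction among the paper's 58, and the 5 in each direction in the fit of all libraries whose KD libraries all lie on 1 side of the NC libraries. Gm7336 was named after its values were seen. A gene that falls under the rule is not reported here. The gene lists for replication-dependent histones, DNA replication, G2/M, p53 targets, interferon-stimulated genes and snoRNA hosts were the 6 written first, and lists of hypoxia-response and immediate-early genes were added after the data were seen. Their tested sizes were 34, 52, 31, 19, 34 and 11 genes, with the hypoxia-response list at 27 and the immediate-early list at 25.

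The edgeR steps were tested on simulated data with 200 changed genes of mean count above 50. With 3 KD and 2 NC libraries 99.5% were recovered at an adjusted *P* of 0.05, with 8 false calls. With 2 and 2 libraries 98.0% were recovered, with 13 false calls. The simulated dispersion was 0.01293, and with 3 and 2 libraries 5% of unchanged genes had an unadjusted *P* under 0.05. In the real fit of all 5 libraries 0.372% of genes did. The 99.5% therefore does not describe the recovery to be had with the library labelled siRNA 596 replicate 2 included. Nor does the 98.0% describe recovery among genes with few reads. The 139 genes past the criteria with 4 libraries had a median of 16.25 counts per library, below the 50 of the simulated changes. Alternatives covered DESeq2 as test, DESeq2's size factors, library size only, no filter, a minimum of 10 counts in every library, each library left out in turn, siRNA 596 alone with and without the replicate number as a block, robust fitting, other scales for *R*2, fry and an estimated correlation. Versions with the 4 libraries and with offsets for transcript length and GC content were added after the data were seen. Random gene lists were drawn 10000 times, matched on expression or on length and GC content. DAVID and the GO annotation were not used here, so the GO terms were read from Supplementary Table 3 alone. Western blots, cell cycle analysis, RT-qPCR and the RNA pull-down were not analysed here, since the GEO files used here hold RNA-Seq only.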

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

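All tests in this part were chosen after the results were seen.

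The library labelled siRNA 596 replicate 2 stood far from the other 4 libraries and belongs to data the paper does not report on. Among 10564 genes with a mean of at least 5 CPM, 3322 differed more than 2-fold in it from the mean of the other 4 libraries. In the other libraries 46 to 92 genes did so. Lower depth is argued against, since other libraries thinned to its total gave at most 93 such genes. A few abundant genes do not account for it either, as its 10 most abundant genes took 4.36% of the counts, against 3.89% to 4.56% in the others. A swap with an NC library does not by itself account for the distance, since its highest *R*2 with one of them was 0.682 when the pair of NC libraries had 0.973. Whether its label is right cannot be read from *R*2, which was low with every library, at 0.675 at most with a KD library. Its difference from the other libraries followed transcript length across genes, with a Spearman rho of -0.724, while no other library went beyond 0.184 in size. The shortest genes, with a median transcript of 899 bases, were higher by a median of 1.33 on the log2 scale, and the longest, with a median of 8298 bases, had a median of -1.17. Removing the trend with length and GC content brought the number of such genes to 1193, of which 733 were among the 3322 and 460 were not, so a length bias is a candidate explanation for most of the difference but not for all of it. What remains open is the quality of the RNA and a difference in the culture, neither of which was tested. The siRNA itself is shared with siRNA 596 replicate 1, which had 46 such genes.

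Gas5 was higher in that library than in the NC libraries, with a log2 difference of 1.105, against its label and in data the paper did not use. Among 197 genes of similar length and GC content, Gas5 stood at percentile 71.1, so genes of this kind were commonly higher there too, with a median of 0.52. The other 11 snoRNA host genes had a median log2 difference of 1.24 in the same library, and 6 of them were above Gas5. With siRNA 210 all 11 were above Gas5, and with siRNA 596 replicate 1 10 of 11 were. The rise may therefore belong to a shift of the whole library. With offsets for transcript length and GC content, the log2 fold change of Gas5 over all 5 libraries went from 0.29 to 0.026. Whether the siRNA lowered Gas5 in those cells was not tested, and a mislabelled sample stays open.

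Gm7336 was the 1 gene with an adjusted *P* under 0.05 in the authors' deposited table, and the paper does not discuss it. Its log2 fold change was 0.63 in the 4-library edgeR fit and 0.39 with all 5 libraries. It is a processed pseudogene, and 95.6% of its 1183 sequences of 50 bases are also in Gapdh transcripts. Gapdh moved the same way, by 0.45, with 4 libraries, so reads shared with Gapdh are a candidate explanation. In the library labelled siRNA 596 replicate 2 they parted, as Gapdh rose to 272 CPM from an NC mean of 171 while Gm7336 was at 119 against an NC mean of 140. No biological explanation was tested for Gm7336.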

How the results depend on the processing

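Alternatives with 4 libraries, offsets for length and GC content or FPKM were chosen after the data were seen. The cause was not tested unless stated.

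Number of genes at an unadjusted *P* of 0.05 and fold change 2. The 57 genes of all 5 libraries became 135 with DESeq2, 167 with no filter, 37 with at least 10 counts in every library, where fewer genes were tested, and 426 for siRNA 596 with the replicate number as a block. Across the 3 fits that each left out a KD library the count went from 41 to 139, the highest without the library labelled siRNA 596 replicate 2. With 4 libraries it was 103 with DESeq2, 139 with DESeq2's size factors, 142 with library size only, 282 with no filter, 73 with at least 10 counts and 136 with robust fitting. With offsets for transcript length and GC content and all 5 libraries it was 51, against 57, with 24 of the paper's 58, against 26. Adjusted *P* under 0.05 was reached by 0 genes in every 5-library setting and by 1 with 4 libraries in DESeq2, on the genes of the authors' deposited table or on all genes. Beside the 0 in the fit of all 5 libraries, 60 genes had an unadjusted *P* under 0.05. The number of the paper's 58 genes past the criteria, 26 with all 5 libraries, became 15 with at least 10 counts in every library, 14 for siRNA 596 alone and 12 with the replicate number as a block. It went from 9 to 55 with a KD library left out. With an NC library left out the NC group has 1 library, so no count is given. With 4 libraries it was 58 with DESeq2 on the genes of the authors' deposited table, 42 with DESeq2 on all genes, 55 with DESeq2's size factors, 55 with library size only, 58 with no filter, 31 with at least 10 counts and 54 with robust fitting.

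Gas5, at 0.29 with all 5 libraries, ran from -0.41 to 0.56 with a library left out and turned negative only without the library labelled siRNA 596 replicate 2. With 4 libraries it was -0.408 with DESeq2 on the authors' genes, -0.407 with DESeq2, -0.408 with DESeq2's size factors, -0.425 with library size only, -0.408 with no filter, -0.412 with at least 10 counts and -0.408 with robust fitting. With offsets for transcript length and GC content and all 5 libraries it was 0.026. For siRNA 596 it ran from -0.34 to 1.11 and for siRNA 210 from -0.60 to -0.35.

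*R*2 between KD libraries was 0.956 on log2(CPM + 1) and 0.893 on the filtered genes, and ran from 0.673 to 0.997 with a KD library left out. Between NC libraries it was 0.995, 0.987 and, on FPKM, 0.954.

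Among gene lists, the histone median of 1.00, DNA replication 0.117, interferon-stimulated -0.349 and snoRNA host 0.513 lost their call under an estimated correlation and under fry. With 4 libraries the histone value of 0.159 and the interferon-stimulated value of -0.344 lost their call the same way, while DNA replication (0.0472) and snoRNA hosts (0.0113) had none. DNA replication also lost it with library size only (0.106), at least 10 counts (0.0940) and the replicate number as a block (0.188), and by adjusted *P* for siRNA 596 alone (0.174, adjusted *P* = 0.0739). The call was lost by interferon-stimulated genes for siRNA 596 alone (-0.261) and with the replicate number as a block (-0.163). With 4 libraries and library size only, DNA replication was 0.0472 and snoRNA hosts 0.0121. G2/M genes turned from -0.069 to 0.000178 with 4 libraries under fry and an estimated correlation, and to 0.000612 with library size only. p53 targets turned from 0.0134 to -0.0100 with at least 10 counts. With a library left out the ranges were 0.159 to 1.36 for histones, 0.0472 to 0.174 for DNA replication, -0.0941 to 0.000178 for G2/M, -0.635 to 0.0886 for interferon-stimulated genes, the highest without NC replicate 2, and 0.0113 to 0.770 for snoRNA hosts. With the offsets the medians were 0.694 for histones, 0.0546 for DNA replication, -0.0234 for G2/M, 0.0740 for p53 targets, -0.342 for interferon-stimulated genes and 0.254 for snoRNA hosts, each on the same side of the threshold as before.

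With a library left out, log2 fold changes ran from -0.24 to 0.87 for Cdkn1a, -0.12 to 0.80 for Actb, -0.22 to 0.098 for Chaf1a, -0.020 to 0.35 for Trp53, -0.54 to 0.029 for Nr3c1, -0.028 to 1.28 for Uqcrq, -0.11 to 1.05 for Uqcrb, -0.016 to 1.04 for Ndufb11, -0.027 to 1.42 for Ndufs6 and -2.24 to 0.55 for Gm10269. Each but Cdkn1a changed sign without the library labelled siRNA 596 replicate 2. Cdkn1a was negative without the siRNA 210 library and, at -0.20, without NC replicate 2, and Gm10269 was also slightly negative, at -0.015, without NC replicate 1. Cdkn1a was -0.24 for siRNA 596 alone and -0.63 with the replicate number as a block, and Gm10269 was -0.18 with library size only and -0.25 with the replicate number as a block. Leaving out NC replicate 2 moved Postn to -0.095. Named genes had 43 values that changed without turning, that of Postn included, of which 19 were weaker, 9 stronger and 15 moved without a test.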

Differences from the paper's values

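The paper's *R*2 for the KD group is 0.9965, and the median over the 3 pairs of KD libraries was 0.675. The log2(CPM + 1) scale was among the alternatives set before the data were examined. It gave 0.956 over all genes and 0.893 over the filtered genes, both below the paper's value. Over all genes, the pairs with the library labelled siRNA 596 replicate 2 had 0.956 and 0.954, and the remaining KD pair had 0.997. The change of scale thus narrowed the gap but did not close it. On that scale the NC pair moved away from the paper's 0.9707, to 0.995 and 0.987, against 0.973 on counts. Leaving out the 10 most abundant genes (0.674) did not close the gap for KD. Leaving out the library labelled siRNA 596 replicate 2, chosen for this measure after seeing the values, gave 0.9968. Leaving out the siRNA 210 library (0.673) or siRNA 596 replicate 1 (0.675), also chosen after, did not close the gap, nor did FPKM (0.669).

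The paper states 27 enriched GO terms, whereas 15 terms of its Supplementary Table 3 have a *P*-value under 0.05, out of 26 listed. No alternative applied to this count.

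For Gm10269 the paper's log2 fold change in Supplementary Table 2 is -2.26, and the value with all 5 libraries was 0.049. Leaving out the library labelled siRNA 596 replicate 2 gave -2.24. The gap stayed open with DESeq2 (0.058), DESeq2's size factors (0.057), library size only (-0.18), no filter (0.017), robust fitting (0.049), siRNA 596 alone (0.55) or with the replicate number as a block (-0.25), and with any other library left out (from -0.015 to 0.55). With at least 10 counts in every library the gene was not tested.

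The paper states that Gas5 fell with both siRNAs. With both siRNA 596 libraries its log2 ratio to NC was 0.56, and without the library labelled siRNA 596 replicate 2 it was -0.34. Of the paper's 58 DEGs, 26 passed the criteria with all 5 libraries and 55 without that library. The number reached 58 with DESeq2 on the 4 libraries and the genes of the authors' deposited table and with edgeR on 4 libraries with no filter, both chosen after the values were seen.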

Other observations

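The tests in this part were chosen after the results were seen, except those of low counts, of the splits, of the histone genes and of the shift of genes with a seed site.

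The genes past the paper's criteria may owe much to counting noise or to spread between the libraries. The share of genes with an unadjusted *P* under 0.05 in edgeR was 3.30% with 4 libraries, under the 5% that chance gives. Of the 139 genes past the criteria, 138 lay below the median count of the genes tested. Neither value separates counting noise from spread between the libraries. Such spread within a group also lowers the share, and a fold change of 2 is reached more easily at low counts. All 10 splits of the 5 libraries into 3 and 2 gave at least as many genes past the criteria as the real one, from 57 to 760, and all 3 splits of the 4 libraries gave at least 139. Splits this few cannot reach a share under 0.05, so they do not decide the question. For the histone genes, the few reads behind the 3 genes of Supplementary Table 3 remain a candidate explanation. The other 24 histone genes had a median log2 fold change of 0.0895 with 4 libraries, but this split cannot decide the question. The 3 genes were chosen as higher on the same libraries. The 24 also had few reads, with a median of 20 counts per library against 19.5 for all 27. The value of 0.0895 does not speak for poly(A) selection either, which would act on the histone genes as a whole.

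Off-target effects of the siRNAs were tested through matches to bases 2 to 8 of the reverse strand in 3′ UTRs. In the siRNA 210 library, 780 genes with its site had a median log2 difference to NC of -0.0233, which is -0.0164 from the median of random lists matched on expression and 3′ UTR length, at percentile 1.19. Genes with the site of siRNA 596 had a median of -0.00275 in siRNA 596 replicate 1, against 0.00415 for matched lists, and of -0.405 in the library labelled siRNA 596 replicate 2, against -0.321. In the siRNA 210 library, where that siRNA was absent, they had -0.0215 against -0.00878, at percentile 0. Genes with the site of siRNA 210 were not lower where that siRNA was absent, with 0.00921 against 0.00525 in siRNA 596 replicate 1 and -0.287 against -0.303 in the library labelled siRNA 596 replicate 2. A small seed effect of siRNA 210 is thus possible. In its library, however, genes with the site of the absent siRNA 596 were also lower than matched lists. Other properties of the genes therefore stay open for both siRNAs. In a second test, run after the first was seen, 3 of the 32 lower genes past the criteria with 4 libraries that had an annotated 3′ UTR, or 9.38%, had a site of either siRNA, against 23.9% of 12375 genes with a 3′ UTR (Fisher's exact test, 1-sided, *P* = 0.99). Seed matches therefore do not account for most of these 32 genes. The rest of the 81 lower genes did not enter this test.

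Gapdh, which the paper used to normalise RT-qPCR, was at 195 and 148 CPM in the NC libraries, 236 with siRNA 210, 232 with siRNA 596 replicate 1 and 272 in the library labelled siRNA 596 replicate 2. The mean of the 2 KD libraries of the authors' fit was 0.27 above NC replicate 1 on the log2 scale, less than the 0.40 between the NC libraries, so a low NC replicate 2 cannot be told apart from a rise in KD with 2 NC libraries. Relative to Gapdh, Gas5 stood at 51.6% of NC with siRNA 210 and 58.0% with siRNA 596 replicate 1, and at 135% in the library labelled siRNA 596 replicate 2.

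The NC libraries differed from each other. Interferon-stimulated genes had a median log2 difference of 0.588 between NC replicate 2 and NC replicate 1, with 2 of 34 lower. Their median in KD against NC was -0.34 with 4 libraries, and without NC replicate 2 it was 0.0886 over all KD libraries, so the lower values in KD may come from that 1 NC library. Hypoxia-response genes were lower in NC replicate 2, with 26 of 27 lower and a median of -0.438. Random lists of the same size and expression gave -0.087 to 0.0772, which argues against counting noise. A difference in cell density or oxygen between wells is untested.

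Immediate-early genes had a median log2 difference to NC replicate 1 of 1.41 in the library labelled siRNA 596 replicate 2. Random lists matched on length and GC content gave -0.0954 to 0.507, so the length bias of that library does not account for it. Handling of the cells before lysis remains untested. The hypoxia-response list had a median of -1.04 in that library against NC replicate 1.

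Genes named in the paper's other experiments were read in the same libraries. Cdkn1a, which encodes p21, had 66.1 and 31.6 CPM in NC, 89.6 with siRNA 210, 70.7 with siRNA 596 replicate 1 and 12.1 in the library labelled siRNA 596 replicate 2. Its log2 fold change was 0.72 with 4 libraries and 0.24 with all 5. Cdkn2a, which encodes p16, had 348 and 341 CPM in NC, 387 with siRNA 210, 335 with siRNA 596 replicate 1 and 921 in the same unused library. These counts cover all transcripts of the gene, so they do not measure the p16 transcript alone. The log2 fold changes with 4 libraries were -0.12 for Actb, 0.0005 for Pcna, 0.098 for Chaf1a, -0.020 for Trp53, 0.029 for Nr3c1 and 0.029 for Ybx1. For the mitochondrial genes of the pull-down they were -0.028 for Uqcrq, -0.11 for Uqcrb, 0.24 for Ndufb6, -0.016 for Ndufb11 and -0.027 for Ndufs6. With all 5 libraries these 5 genes lay between 0.75 and 1.08, and they were all higher in the library labelled siRNA 596 replicate 2. snoRNA host genes other than Gas5 had a median of 0.011 with 4 libraries and 0.51 with all 5.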
